A study of Homo sapiens with 42 samples. Its data were reported in "Therapeutic resistance in acute myeloid leukemia cells is mediated by a novel ATM/mTOR pathway regulating oxidative phosphorylation" (2022).

How the data were processed

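RNA-seq counts of 42 libraries were analysed: input and heavy polysome RNA of 21 MOLM-13 cultures, 3 in each of 7 conditions. The authors made poly(A)-selected libraries, read them as pairs on a NovaSeq6000, trimmed adapters and removed short reads with BBDuk, aligned to the human genome (Ensembl hg38, release 96) with STAR and counted reads per gene. The deposited values are these raw counts, with no normalization and no filter on low counts, and whether the counting used strand is not stated. Reads without molecular identifiers are not independent molecules, so every interval and floor covers counting error only. Poly(A) selection leaves out messages with short tails, and counts in a heavy fraction measure how a library's reads are shared among messages, not how many ribosomes a message carries.

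The table had 58884 gene rows, of which 25133 held no count. Rows that share a gene name (150 names) were summed, which left 57353 names. Genes with a mean count of at least 1 and a mean of at least 1 CPM over all libraries were kept, which gave 12939 genes that held 99.8% of the counts. Every column was matched to a sample by its name, and 0 columns were left unused. Total counts were 19.4 to 38.8 M per library. TMM factors were 1.06 to 1.25 for input and 0.705 to 1.04 for polysome libraries, and 16889 to 21486 genes had a count. Group and replicate number were taken from the sample labels.

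Tests were run in R 4.3.3 with edgeR 4.0.16. All 42 libraries entered 1 quasi-likelihood fit (robust) with 14 group means, TMM factors and no block, as the study's linear model named no block. Its common biological coefficient of variation was 0.279. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. Polysome comparisons used the interaction with the fraction, which is the polysome change minus the input change. The 9 comparisons were quizartinib against vehicle in each medium, hBMSC-CM against RPMI without drug and under quizartinib, combo against quizartinib in each medium, everolimus against vehicle in hBMSC-CM, and the differences between media in the quizartinib effect and in the effect of adding everolimus, each in 2 layers (input, and polysome relative to input). CPM are TMM-scaled, except those of stromal transcripts and of genes set against them, which are per library total, log2 CPM used a prior count of 2, and the floor for a gene was 3 counts. Comparisons of per-culture values used two-sided exact permutation tests, which cannot go below 0.1 with 3 against 3.

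The 20 gene lists were written by hand from general knowledge: nuclear OXPHOS, mitochondrially encoded, cytosolic ribosome, other 5TOP, mitochondrial ribosome, ribosome biogenesis and MYC-associated, cholesterol synthesis, ATF4 and amino acid response, glycolysis, mitosis, DNA replication, ERK feedback, STAT5 targets, NF-kB response, interferon response, myeloid differentiation, p53 targets, short and long cytosolic and nuclear proteins, and stromal markers. They were tested with fgsea 1.28.0 on genes ranked by log2 fold change, and p was adjusted over 360 tests. Since fgsea and camera with a preset correlation of 0.01 treat genes as nearly independent, fry and camera with an estimated correlation (limma 3.58.1) were run beside them. Of the 154 calls of camera with the preset correlation, 54 held under fry and 35 under the estimated correlation. Of the 146 fgsea calls, 51 held under fry and 74 under fry with a replicate block within each fraction, chosen after the data were seen. List medians were also set against 10000 random lists matched on mean expression and coding length. Coding lengths came from GENCODE v44 on GRCh38, the same assembly as the authors' but another annotation release, matched by Ensembl identifier. They were found for 10808 genes (83.5%). Gene positions are from this annotation.

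The comparisons, the test, the filter, the 20 lists and the rule for naming genes were chosen before the data were examined. The rule named 15 fixed genes (PPARGC1A, ESRRA, YY1, IDH3A, ATP5MC1, CYCS, NDUFS8, UCP2, COX5A, MYC, MCL1, DUSP6, ATM, MTOR and FLT3) and, among genes with an adjusted p under 0.05, a mean of at least 10 CPM and replicate values that do not overlap, the 2 largest rises and falls for hBMSC-CM under quizartinib and combo in hBMSC-CM and the largest of each sign elsewhere. No overlap rule applied to differences between media. Statistics of fixed genes that are not named one by one were counted only.

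The alternatives fixed beforehand were limma voom, DESeq2 1.42.0 with its own size factors, RLE factors, library size only, no filter on low counts, a stricter filter (mean of at least 10 CPM, 8522 genes), only the libraries of the groups compared, the replicate number as a block, a block per culture, and each culture left out in turn. For lists they were ranking by the signed statistic, fry, both forms of camera and matched random lists. Chosen after the data were seen were a replicate block within each fraction (none for the everolimus libraries), fry with either block, library size only for lists and for genes raised and lowered, libraries drawn down to the smallest total, and 2 other backgrounds for random lists.

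Cultures with the same replicate number deviated together. Over the 15 pairs of the 6 conditions other than everolimus, the mean correlation of same-numbered deviations from the group means was 0.374 to 0.606 in input and 0.314 to 0.642 in polysome RNA, and the lowest single value was 0.153. The number was therefore read as a pairing for these conditions in the alternatives with a block, the counts of pairs and the splits. The main fit and the exact permutation tests did not use it. With the everolimus group the mean correlation was -0.0316 to -0.00500 in input and -0.120 to -0.0157 in polysome RNA, so the numbers of that group pair with no other group. No replicates had counts that agreed within sampling noise. The labels give no batch or date.

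The fit was tested on simulated counts drawn from the means, library sizes and dispersion of these libraries, with 200 of 12939 genes changed. The simulated changes were all larger than 1 log2 unit, and the draws left out the deviations shared by same-numbered cultures. The fit recovered 158 of the 200 genes in input with 7 calls outside, 109 in polysome RNA with 1 outside, and made 0 calls in an unchanged comparison. Python 3.11.15 was used for annotation and figures. Sequence reads, individual variants and protein or metabolite measurements were not analysed here.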

Results

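The 42 libraries came from 21 cultures of MOLM-13, an acute myeloid leukemia cell line that carries an internal tandem duplication of the receptor tyrosine kinase FLT3 (FLT3-ITD). Cells were grown in RPMI, a standard culture medium, or in hBMSC-CM, medium conditioned by the human bone marrow stromal cell line HS-5, and were treated for 12 hours. Quizartinib (AC220), an inhibitor of FLT3, was given at 3 nM. Everolimus, an inhibitor of mTORC1, was given at 10 nM. In RPMI the conditions were vehicle, quizartinib and the combination of both drugs (combo). In hBMSC-CM they were vehicle, quizartinib, everolimus and combo. Each of the 7 conditions had 3 cultures. From each culture total poly(A) RNA (input) and the RNA of the heavy polysome fraction, which holds messages loaded with several ribosomes, were sequenced, which gave 14 groups of 3 libraries. A group with everolimus alone in RPMI was not analysed here.

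Total counts per library were 19.4 to 37.2 M (megacounts) for input and 21.5 to 38.8 M for polysome, with a median of 30.2 M over all 42. The 10 most counted genes held 7.36% to 13.1% of a library, and the largest single gene held 1.05% to 2.81%. Mitochondrially encoded transcripts held 3.17% to 10.2% of input libraries and 0.0734% to 0.713% of polysome libraries. Principal component 1 held 51.6% of the variance and followed the fraction. Component 2 held 19.01% and followed treatment, and component 3 held 6.38% and followed medium. Components 4 and 5 held 3.83% and 3.60% and followed the replicate number within each fraction. In the following, a change in polysome RNA is always relative to the change in input RNA of the same comparison. Values are relative to the other genes of a library, since no spike-in was used here, so a change of all messages together would not be seen.

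Inhibition of FLT3 by quizartinib was compared with vehicle within each medium. In RPMI, 4477 of 12939 genes differed in input RNA, 2149 higher and 2328 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2850 of these changed at least 2-fold. The alternative that moved this count most gave each fraction its own term for the replicate number and found 7143 genes. Replicate values of the groups did not overlap for 55.7% of genes, where chance gives 10%. In hBMSC-CM 1591 genes differed, 706 higher and 885 lower, and 34.1% of genes did not overlap. With the replicate number as a block the count in hBMSC-CM was 2678. Without hBMSC-CM vehicle replicate 3 it was 929.

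**Figure D1:**
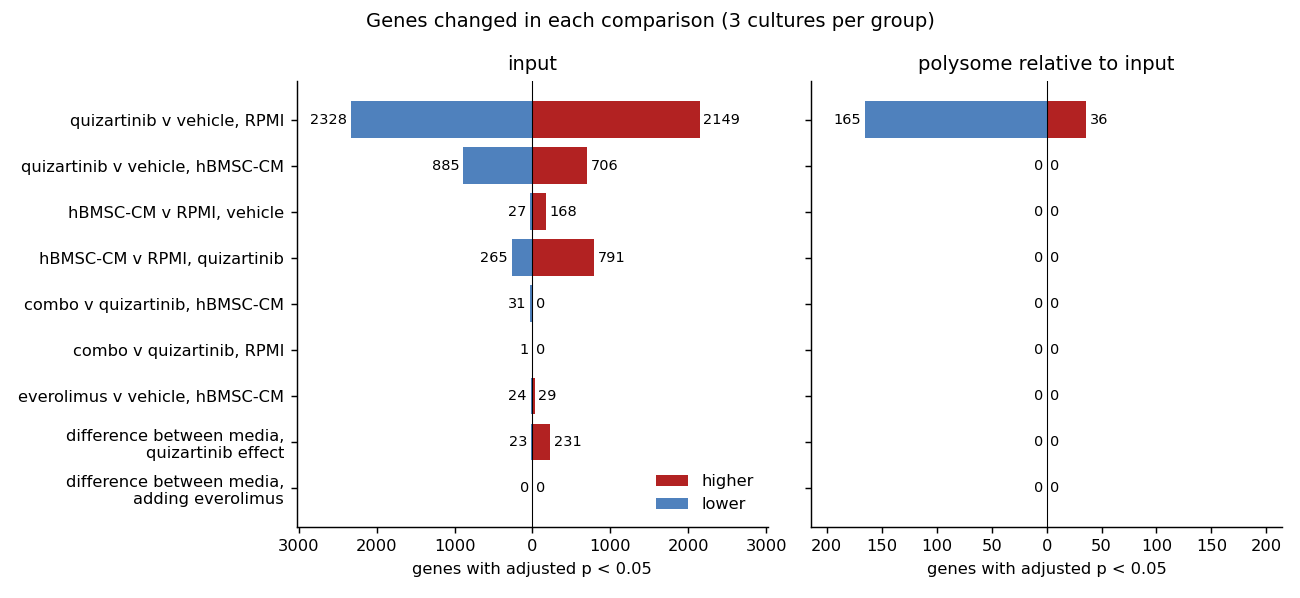
Bars give the number of genes with an adjusted p-value under 0.05 (horizontal axis, genes) that were higher (right) or lower (left) in each comparison, for input RNA and for polysome RNA relative to input, with 3 cultures per group. Input counts run from 4477 genes for quizartinib in RPMI to 0 for the difference between media in the effect of adding everolimus, and in the polysome panel quizartinib in RPMI alone has calls, 201, of which 36 were higher with TMM scaling, 16 of 252 with RLE and 78 of 169 with library size only.

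Among genes with a mean of at least 10 CPM and replicate values that did not overlap, the largest rise in RPMI was in COL1A1 (ENSG00000108821, chromosome 17, 50184101 to 50201632, minus strand, GRCh38). It reached 20.5 ± 12.3 CPM under quizartinib against 0.948 ± 1.22 CPM under vehicle (SD, n = 3 each), a log2 change of 4.43 with SE 0.75 and an edgeR adjusted p of 1.52e-05, higher in 3 of 3 pairs of cultures with the same number. The largest fall was in SLC29A1 (ENSG00000112759, chromosome 6, 44219553 to 44234142, plus strand), with 3.53 ± 0.837 against 131 ± 23.6 CPM. Its log2 change was -5.21 with SE 0.39 and an edgeR adjusted p of 2.41e-12, lower in 3 of 3 pairs. In hBMSC-CM, DPEP2 (ENSG00000167261, chromosome 16, 67987394 to 68000586, minus strand) rose most, by 2.34 on the log2 scale (SE 0.33, edgeR adjusted p 1.70e-05, 3 of 3 pairs). ETV4 (ENSG00000175832, chromosome 17, 43527844 to 43579620, minus strand) fell by 2.47 (SE 0.45, edgeR adjusted p 4.07e-04, 3 of 3 pairs). All genes named here by their size of change are protein coding. COL1A1, DPEP2 and ETV4 share exon positions with annotated genes on the opposite strand. The counting was not stated to use strand, so part of their counts may belong to the neighbour.

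Of 15 genes fixed beforehand as mitochondrial genes, regulators or members of the pathway under study, 14 passed the expression filter. Since the study had looked at the mitochondrial genes among them in these same samples, their counts adjusted over the list alone are not independent evidence. In RPMI, quizartinib changed 8 of the 14 in input over all genes tested and 8 adjusted over the list alone. In hBMSC-CM it changed 3 and 4. MYC (ENSG00000136997, chromosome 8, 127735434 to 127742951, plus strand) stood at 490 ± 75.1 CPM in RPMI vehicle and 42.7 ± 11.8 CPM under quizartinib (log2 change -3.52, SE 0.32, edgeR adjusted p 1.85e-10, lower in 3 of 3 pairs). In hBMSC-CM it stood at 476 ± 113 and 377 ± 64.8 CPM, which did not differ (-0.33, SE 0.29, edgeR adjusted p 0.508), and the change was -0.12 without hBMSC-CM vehicle replicate 1. IDH3A (ENSG00000166411, chromosome 15, 78131498 to 78171945, plus strand) fell by 1.19 on the log2 scale in RPMI (SE 0.17, edgeR adjusted p 1.23e-06, 3 of 3 pairs). ATP5MC1 (ENSG00000159199, chromosome 17, 48892765 to 48895871, plus strand) fell by 2.47 in RPMI (SE 0.33, edgeR adjusted p 3.30e-07) and by 1.55 in hBMSC-CM (edgeR adjusted p 0.00146), in 3 of 3 pairs each. FLT3 (ENSG00000122025, chromosome 13, 28003274 to 28100592, minus strand) rose by 1.05 in RPMI (SE 0.26, edgeR adjusted p 0.00168, 3 of 3 pairs). DUSP6 (ENSG00000139318, chromosome 12, 89347235 to 89352501, minus strand) fell by 1.5 in RPMI without passing the threshold (SE 0.69, edgeR adjusted p 0.0922). With the replicate block its adjusted p was 0.00474 (range over the alternatives 2.11e-06 to 0.236), and without RPMI quizartinib replicate 3 it fell by 2.30 and passed. MYC, IDH3A and DUSP6 overlap exons of opposite-strand genes, and 8 annotated pseudogenes are named after ATP5MC1, so their counts may hold reads of these.

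**Figure D2:**
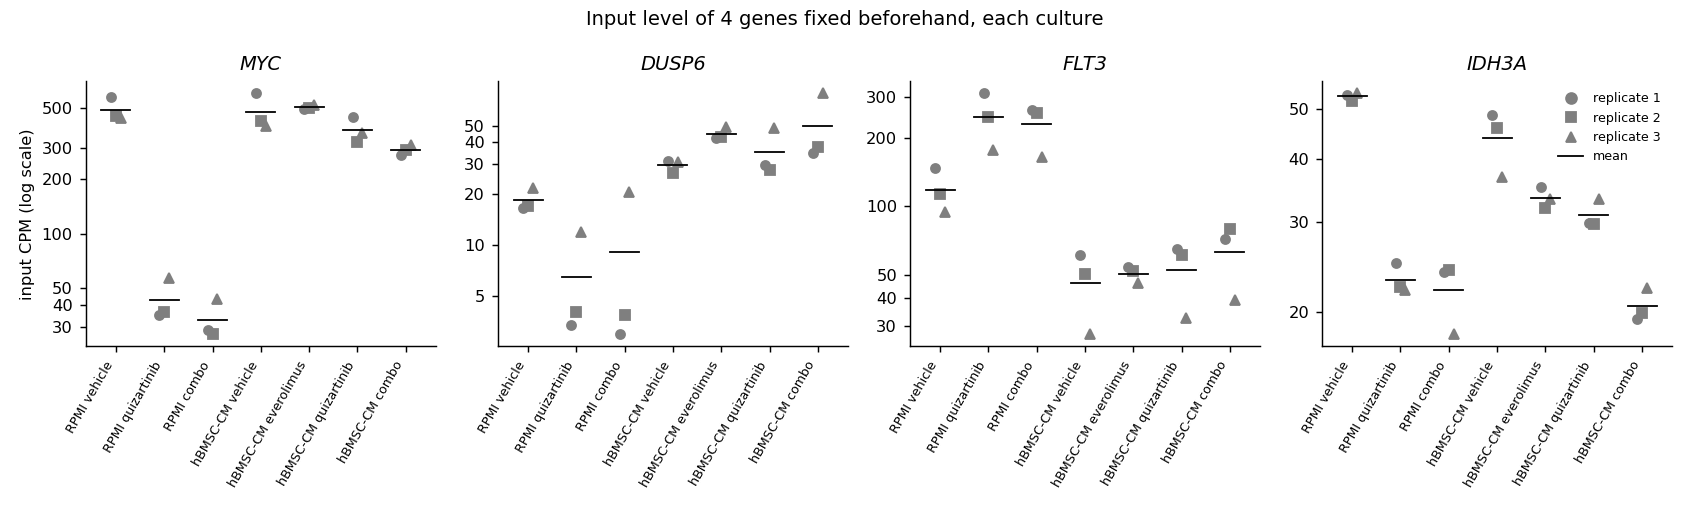
Input level in CPM (log scale) of MYC, DUSP6, FLT3 and IDH3A in each of the 21 cultures, with marker shape for the replicate number and a bar for the mean of each condition. MYC lay at a mean of 490 CPM in RPMI vehicle, 42.7 CPM in RPMI quizartinib and 377 CPM in hBMSC-CM quizartinib.

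Gene lists were tested with fgsea, and the adjustment ran over all 360 list tests. In RPMI, quizartinib lowered ERK feedback genes (median log2 change -2.38, fgsea adjusted p 3.46e-08), ribosome biogenesis and MYC-associated genes (-2.20, 9.81e-25), DNA replication genes (-1.80, 1.19e-17), ATF4 and amino acid response genes (-0.90, 9.69e-06), cholesterol synthesis genes (-0.85, 0.0122), the mitochondrial ribosome (-0.67, 1.58e-09) and nuclear OXPHOS genes (-0.41, 6.86e-06). The glycolysis list fell with a median of -0.69 and an fgsea adjusted p of 0.0438, which was 0.0561 without RPMI quizartinib replicate 3 (range over the alternatives 9.76e-08 to 0.291). Interferon response genes rose, with a median of 1.21 (1.73e-04). All of these moved the same way in 3 of 3 pairs. In hBMSC-CM quizartinib lowered DNA replication genes (-1.25, fgsea adjusted p 1.01e-22), ribosome biogenesis genes (-0.87, 5.59e-17), the mitochondrial ribosome (-0.54, 1.51e-11) and nuclear OXPHOS genes (-0.44, 9.30e-11), and raised myeloid differentiation genes (0.88, 4.03e-05) and interferon response genes (0.60, 9.02e-05). Without hBMSC-CM vehicle replicate 3 the medians of the mitochondrial ribosome, nuclear OXPHOS and myeloid lists were -0.33, -0.24 and 0.54. The ERK feedback list did not pass in hBMSC-CM (-0.23, fgsea adjusted p 0.0748). It passed without hBMSC-CM quizartinib replicate 3 (0.0345, median -0.42), without hBMSC-CM vehicle replicate 2 and in fry, a rotation test of gene sets, with the replicate block (0.0367), with a range over the alternatives of 0.0158 to 0.674.

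The effect of the conditioned medium was measured without drug and under quizartinib. Without drug, 195 genes differed between hBMSC-CM and RPMI in input, 168 higher and 27 lower in hBMSC-CM (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 16.1% of genes did not overlap. The count was 373 with the replicate block and 109 without RPMI vehicle replicate 1. Under quizartinib 1056 genes differed, 791 higher and 265 lower, with 29.8% of genes not overlapping. This count was 703 without hBMSC-CM quizartinib replicate 3. FPR1 (ENSG00000171051, chromosome 19, 51745172 to 51804115, minus strand) rose most in both comparisons. Without drug it stood at 28.4 ± 10.7 CPM in hBMSC-CM and 0.410 ± 0.373 CPM in RPMI (log2 change 6.11, SE 0.48, edgeR adjusted p 7.74e-11). Under quizartinib it stood at 70.4 ± 8.60 and 0.423 ± 0.119 CPM (7.36, SE 0.50, edgeR adjusted p 3.90e-13), higher in 3 of 3 pairs in both. PIM1 (ENSG00000137193, chromosome 6, 37170152 to 37175428, plus strand) stood at 232 ± 39.7 CPM in hBMSC-CM and 5.999 ± 0.531 CPM in RPMI under quizartinib (5.27, SE 0.27, edgeR adjusted p 2.87e-16, 3 of 3 pairs). The largest fall without drug was in CLSTN2 (ENSG00000158258, chromosome 3, 139935185 to 140577397, plus strand; -1.54, SE 0.34, edgeR adjusted p 0.00781, 3 of 3 pairs), which did not pass without hBMSC-CM vehicle replicate 2 or RPMI vehicle replicate 1. Under quizartinib the largest falls were in DPYSL3 (ENSG00000113657, chromosome 5, 147390808 to 147510068, minus strand; -2.80, SE 0.46, edgeR adjusted p 4.36e-05, 3 of 3 pairs) and PROC (ENSG00000115718, chromosome 2, 127418427 to 127429242, plus strand; -2.43, SE 0.64, edgeR adjusted p 0.0114, 3 of 3 pairs). PROC did not pass without hBMSC-CM quizartinib replicate 1 or 3.

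Of the 14 fixed genes, the medium changed 1 without drug, over all genes and adjusted over the list alone. Under quizartinib it changed 3 over all genes and 7 adjusted over the list alone. MYC was higher in hBMSC-CM under quizartinib by 3.14 log2 units (SE 0.32, edgeR adjusted p 7.63e-09, 3 of 3 pairs). DUSP6 stood at 35.2 ± 11.7 CPM against 6.46 ± 4.74 CPM (2.44, SE 0.71, edgeR adjusted p 0.0240, 3 of 3 pairs) and did not pass without hBMSC-CM quizartinib replicate 3 or RPMI quizartinib replicate 1 or 2. FLT3 was lower in hBMSC-CM, by -1.34 without drug (SE 0.26, edgeR adjusted p 0.00219) and -2.21 under quizartinib (SE 0.27, edgeR adjusted p 3.06e-07), in 3 of 3 pairs each. Without drug FLT3 did not pass when only the libraries of both groups were fitted (adjusted p 0.0924, range over the alternatives 5.94e-11 to 0.0924). IDH3A rose by 0.42 (SE 0.17, edgeR adjusted p 0.150, 0.0382 adjusted over the list alone). ATP5MC1 rose by 0.68 (SE 0.32, edgeR adjusted p 0.240), or by 0.37 without hBMSC-CM quizartinib replicate 3. With the replicate block within each fraction, chosen after the data were seen, both passed (IDH3A 0.0295 and ATP5MC1 0.00980, with ranges over the alternatives of 0.0295 to 0.725 and 0.00980 to 0.724). PPARGC1A was below the expression filter, with a largest count of 40 in any library, and without the filter its edgeR adjusted p was 1 for this comparison and 1 for combo against quizartinib in hBMSC-CM.

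Without drug, hBMSC-CM raised myeloid differentiation genes (median 0.99, fgsea adjusted p 5.87e-06), NF-kB response genes (0.72, 0.00166) and cholesterol synthesis genes (0.44, 0.00229) in input, each in 3 of 3 pairs. The myeloid median was 0.56 without hBMSC-CM vehicle replicate 2. Under quizartinib it raised ERK feedback genes (2.37, fgsea adjusted p 5.28e-09), STAT5 targets (1.42, 5.69e-05), ribosome biogenesis and MYC-associated genes (1.03, 2.55e-11), myeloid differentiation genes (0.67, 2.09e-04) and glycolysis genes (0.59, 0.00376), each in 3 of 3 pairs. In the myeloid list 1 gene lay at the detection floor of 3 counts in a whole group, and the median was also 0.67 with that gene set to its bound.

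The quizartinib effect differed between the media, by the interaction of drug and medium, for 254 genes in input, 231 with a more positive change in hBMSC-CM and 23 with a more negative one. The count was 455 with the replicate block and 415 when only the libraries of these 4 conditions were fitted. The largest positive difference was in FOSL1 (ENSG00000175592, chromosome 11, 65892049 to 65900573, minus strand), at 3.61 log2 units (SE 0.78, edgeR adjusted p 0.00651). It fell from 27.7 ± 2.42 to 1.58 ± 0.479 CPM in RPMI and from 28.6 ± 6.05 to 20.02 ± 12.3 CPM in hBMSC-CM (SD, n = 3). The largest negative difference was in SLC2A14 (ENSG00000173262, chromosome 12, 7812512 to 7891148, minus strand; -2.32, SE 0.43, edgeR adjusted p 0.00132), a near-identical copy of SLC2A3 that could share its reads. MYC differed by 3.19 (SE 0.43, edgeR adjusted p 1.26e-05), and of the 14 fixed genes 1 differed over all genes and 2 adjusted over the list alone.

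Adding everolimus to quizartinib was compared with quizartinib alone in each medium. In hBMSC-CM 31 genes differed in input, 0 higher and 31 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 14.7% of genes did not overlap. The count was 154 with the replicate block, 3 without hBMSC-CM quizartinib replicate 2, 74 without hBMSC-CM quizartinib replicate 1 and 0 when only the libraries of both groups were fitted, with 1063 at an unadjusted p under 0.05. Library size alone gave 18 genes. The largest falls were in MANF (ENSG00000145050, chromosome 3, 51385291 to 51389397, plus strand) and SDF2L1 (ENSG00000128228, chromosome 22, 21642302 to 21644299, plus strand). MANF went from 151 ± 61.6 to 50.7 ± 15.4 CPM (log2 change -1.57, SE 0.36, edgeR adjusted p 0.0432, 3 of 3 pairs) and did not pass in 5 of the 6 fits that left out 1 culture. SDF2L1 went from 75.2 ± 34.3 to 25.5 ± 9.49 CPM (-1.56, SE 0.33, edgeR adjusted p 0.0277, 3 of 3 pairs) and did not pass in 4 of the 6. Library size only and a fit of only both groups lost both genes, and limma voom and the draw to equal depth lost MANF. Of the 14 fixed genes 0 changed over all genes and 2 adjusted over the list alone, IDH3A (-0.60, SE 0.17, edgeR adjusted p 0.165, list alone 0.0172) and ATP5MC1 (-1.05, SE 0.32, edgeR adjusted p 0.218, list alone 0.0172). With the replicate block ATP5MC1 had an adjusted p of 0.0208 (range over the alternatives 1.98e-04 to 1). With the block within each fraction IDH3A had an adjusted p of 0.00808 (range 0.00808 to 1). Without hBMSC-CM quizartinib replicate 1 ATP5MC1 fell by 1.25 and passed. MYC changed by -0.37 (SE 0.29, edgeR adjusted p 1), or by -0.23 without hBMSC-CM quizartinib replicate 1.

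In RPMI, combo differed from quizartinib in 1 gene, MPP2 (ENSG00000108852, chromosome 17, 43875357 to 43909711, minus strand), named after its values were seen because it was the only call. It had 0 counts in the 3 combo libraries and 10 to 16 counts in the 3 quizartinib libraries (0.339 ± 0.0921 CPM), which is at least 3.58-fold lower against the floor of 3 counts (edgeR adjusted p 0.0300, 3 of 3 pairs). With every library drawn down to the smallest total this call was lost and 1 other gene passed. At an unadjusted p under 0.05 there were 172 genes where 647 would be expected by chance, and 7.57% of genes did not overlap. The difference between media in the effect of adding everolimus passed for 0 genes, with 218 at an unadjusted p under 0.05. Everolimus alone changed 53 genes in hBMSC-CM, 29 higher and 24 lower, with 27.7% of genes not overlapping. The count was 9 without hBMSC-CM everolimus replicate 3 and 164 with DESeq2. FRAT1 (ENSG00000165879, chromosome 10, 97319271 to 97321915, plus strand), which has a close paralog in FRAT2, rose most (1.51, SE 0.22, edgeR adjusted p 1.88e-04). FADS2 (ENSG00000134824, chromosome 11, 61792980 to 61867354, plus strand), which shares exon positions with FEN1 and FADS1, fell most (-1.99, SE 0.40, edgeR adjusted p 0.0147) and did not pass without any 1 of the 3 everolimus cultures or hBMSC-CM vehicle replicate 1. Adding everolimus in RPMI, everolimus alone and the difference in adding everolimus each changed 0 of the 14 fixed genes, over all genes and adjusted over the list alone.

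In hBMSC-CM, combo lowered ribosome biogenesis and MYC-associated genes (median -0.68, fgsea adjusted p 1.52e-19), cholesterol synthesis genes (-0.65, 1.48e-06), DNA replication genes (-0.28, 8.60e-05) and the mitochondrial ribosome (-0.27, 2.11e-07; median -0.18 without hBMSC-CM quizartinib replicate 3) in input and raised mitosis genes (0.23, 1.60e-06), each in 3 of 3 pairs. In RPMI the ribosome biogenesis list fell with a median of -0.11 (fgsea adjusted p 0.0171, 0.0626 without RPMI quizartinib replicate 3). Cholesterol synthesis genes fell with a median of -0.16 (0.0368) and did not pass in any of the 6 fits that left out 1 culture, which gave 0.0510 to 0.132. The p53 targets rose with a median of 0.15 (0.0360), which did not pass in 4 of the 6 fits and had a median of 0.02 without RPMI combo replicate 2. Everolimus alone lowered cholesterol synthesis genes (-1.06, 4.49e-11), ATF4 and amino acid response genes (-0.51, 2.94e-09) and ribosome biogenesis genes (-0.38, 2.44e-11). The effect of adding everolimus differed between media for the ribosome biogenesis list (-0.50, fgsea adjusted p 2.24e-13) and the cholesterol list (-0.49, 8.10e-06).

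Some list calls in input did not hold in every alternative. Without the filter on low counts, interferon response genes under quizartinib lost their call in RPMI (adjusted p 0.267) and hBMSC-CM (0.723), as did the myeloid list for quizartinib in hBMSC-CM (0.360) and for hBMSC-CM without drug (0.0678), and the NF-kB list without drug (0.697). The same alternative lost the cholesterol list in hBMSC-CM without drug (0.0988), glycolysis for hBMSC-CM under quizartinib (0.139) and DNA replication for combo in hBMSC-CM (0.0692). Camera with the estimated correlation lost the cholesterol list in RPMI (0.348) and in hBMSC-CM without drug (0.0870), glycolysis in hBMSC-CM under quizartinib (0.0529), the mitochondrial ribosome under quizartinib in RPMI (0.372) and hBMSC-CM (0.320), and nuclear OXPHOS under quizartinib in RPMI (0.708) and hBMSC-CM (0.430). With combo in hBMSC-CM, fry lost the mitochondrial ribosome (0.169) and mitosis (0.540) lists. With combo in RPMI the adjusted p over the alternatives ranged from 7.93e-05 to 0.580 for ribosome biogenesis, 6.32e-04 to 0.803 for cholesterol synthesis and 6.32e-04 to 0.674 for p53 targets.

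Genes raised by hBMSC-CM under quizartinib and lowered again by combo in hBMSC-CM numbered 26 in input, out of 791 raised and 31 lowered. Of the raised genes 75.1% had a negative change with combo. The comparisons share the hBMSC-CM quizartinib cultures, so their changes are opposed by chance alone. The correlation across genes was -0.451, against -0.508 ± 0.00934 in 20 simulations of unchanged groups, where 0 genes passed both. Opposite signs were seen for 71.3% of genes and 66.8% in the simulations. At an unadjusted p under 0.05 in both there were 409 genes, against a mean of 49.8 and at most 65 in the simulations. The simulations, for input and polysome RNA alike, held no effect of the medium and drew genes independently. They therefore do not show what an effect of the medium alone would give, and their spread leaves out correlation between genes. The count of 26 was 119 with the replicate block, 2 without hBMSC-CM quizartinib replicate 2 and 64 without hBMSC-CM quizartinib replicate 1. For polysome RNA the count was 0, with 129 at an unadjusted p under 0.05 in both and at most 81 in the simulations. The correlation there was -0.586, more negative than the -0.506 ± 0.00721 of the simulations. Opposite signs were seen for 71.4% of genes in polysome RNA and 66.7% in its simulations.

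Changes in ribosome loading were read from polysome RNA relative to input. Quizartinib in RPMI changed 201 genes, 36 higher and 165 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment of the interaction with the fraction), and 19.8% of genes did not overlap. With TMM scaling the median of all genes moved by 0.15 log2 units in this comparison, with RLE by 0.01 and with library size only by 0.38. RLE called 252 genes with 16 higher, and library size only called 169 with 78 higher. The count was 491 with the replicate block and 94 without RPMI vehicle replicate 2. DST (ENSG00000151914, chromosome 6, 56457987 to 56954830, minus strand) rose most (2.20, edgeR adjusted p 0.0273, 3 of 3 pairs), or by 1.36 without RPMI quizartinib replicate 3, and did not pass in 4 of the 6 fits that left out 1 culture, in limma voom, with a block per culture or when only the libraries of both groups were fitted. RPL37 (ENSG00000145592, chromosome 5, 40825262 to 40835222, minus strand), after which 15 pseudogenes are named, fell most (-2.38, edgeR adjusted p 2.33e-04, 3 of 3 pairs). Of the 14 fixed genes 0 changed over all genes and 2 adjusted over the list alone.

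The other 8 comparisons gave 0 genes for polysome RNA and 0 fixed genes on either adjustment. The main fit has no term for the replicate number. With such a term within each fraction, chosen after the data were seen, some of these comparisons had calls, which are given further below. At an unadjusted p under 0.05 there were 288 genes for quizartinib in hBMSC-CM, 211 for hBMSC-CM without drug, 450 for hBMSC-CM under quizartinib, 273 for combo in hBMSC-CM, 93 for combo in RPMI, 573 for everolimus, 624 for the difference in the quizartinib effect and 67 for the difference in adding everolimus, where 647 would be expected by chance. In the same order, the first 6 had 5.36%, 6.24%, 7.23%, 4.81%, 3.49% and 18.1% of genes with values that did not overlap. With library size only, the median of all genes was -0.21 for hBMSC-CM under quizartinib, 0.20 for everolimus and -0.19 for the difference in the quizartinib effect, against -0.09, 0.01 and -0.04 with TMM.

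Messages of the cytosolic ribosome shifted most among the lists in polysome RNA under quizartinib in RPMI, with a median of -1.57 (fgsea adjusted p 1.01e-47). The mean polysome minus input log2 CPM of the list was -1.32 ± 0.0533 under quizartinib and 0.174 ± 0.222 under vehicle (SD, n = 3, exact two-sided permutation p 0.1, the smallest that 3 against 3 can give). In hBMSC-CM the median was -0.39 (fgsea adjusted p 3.99e-20) with 1 of 3 pairs higher, and -0.26 without hBMSC-CM vehicle replicate 2. It was 0.87 for hBMSC-CM against RPMI under quizartinib (1.36e-38, 3 of 3 pairs higher, exact permutation p 0.1) and -0.63 for combo against quizartinib in hBMSC-CM (3.39e-29, 3 of 3 pairs lower, exact permutation p 0.1). Everolimus alone gave -0.44 (3.64e-11), or -0.24 without hBMSC-CM vehicle replicate 2. The quizartinib effect differed between media by 1.27 (7.78e-28). Other 5TOP messages, which carry a 5' terminal oligopyrimidine tract and are not ribosomal proteins, had a median of -0.43 under quizartinib in RPMI (fgsea adjusted p 0.0142, lower in 2 of 3 pairs). It was -0.17 without RPMI quizartinib replicate 1 (0.293), and the list did not pass without RPMI quizartinib replicate 2 (0.171) or RPMI vehicle replicate 3 (0.201). They were higher in hBMSC-CM under quizartinib (0.29, 3.92e-04, 3 of 3 pairs), but not without hBMSC-CM quizartinib replicate 3 (0.726) or RPMI quizartinib replicate 1 (0.223, median 0.16). Combo in hBMSC-CM lowered them (-0.27, 3.78e-04, 3 of 3 pairs), but not without hBMSC-CM quizartinib replicate 3 (0.573, median -0.18).

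The main list of the design was nuclear OXPHOS, the nuclear genes of the respiratory chain and ATP synthase, with 78 genes tested. As the study chose this pathway on these samples, the tests are not independent evidence. In input it did not differ between hBMSC-CM and RPMI under quizartinib (median 0.01, fgsea adjusted p 0.825, 40 of 78 genes higher, higher in 2 of 3 pairs, exact permutation p 0.9), and without hBMSC-CM quizartinib replicate 3 the median was -0.09. Combo lowered it in hBMSC-CM (-0.22, fgsea adjusted p 2.29e-07, 9 of 78 genes higher, lower in 3 of 3 pairs). Per culture the mean log2 CPM was 5.93 ± 0.170 under combo and 6.16 ± 0.131 under quizartinib (SD, n = 3, exact permutation p 0.2), so the groups overlapped. The median was -0.35 without hBMSC-CM combo replicate 3 and -0.13 without hBMSC-CM combo replicate 2. In polysome RNA the list was higher in hBMSC-CM than in RPMI under quizartinib (0.35, fgsea adjusted p 1.60e-11, 64 of 78 genes higher, 3 of 3 pairs). Its score was 0.581 ± 0.282 against 0.286 ± 0.121 (SD, n = 3, exact permutation p 0.2), and the median was 0.15 without hBMSC-CM quizartinib replicate 2. Combo in hBMSC-CM gave -0.06 (fgsea adjusted p 0.0327, 25 of 78 genes higher, higher in 1 of 3 pairs, exact permutation p 0.7). Without hBMSC-CM quizartinib replicate 2 that median was 0.07 and without hBMSC-CM combo replicate 2 it was -0.35. Tested singly, 0 of the 78 genes passed in any of these 4 tests, over all genes or adjusted over the list alone, with 3, 3, 5 and 0 at an unadjusted p under 0.05. The fry adjusted p was 0.438 for combo in input and 0.444 and 0.869 for the polysome tests.

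**Figure D3:**
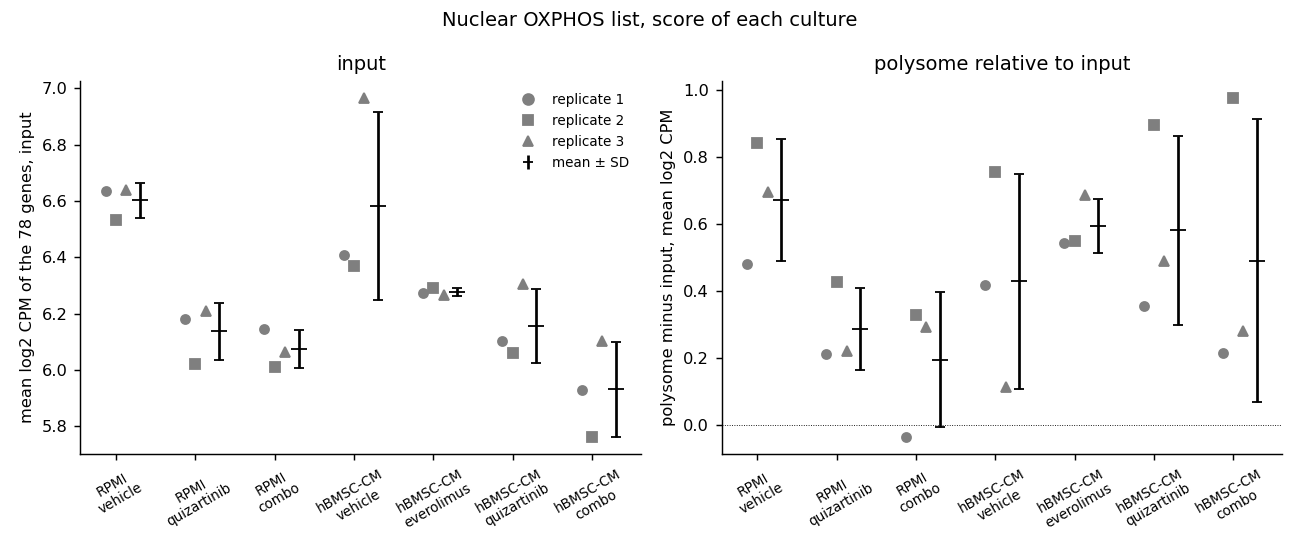
Mean log2 CPM of the 78 nuclear OXPHOS genes in input (left) and its polysome minus input difference (right) for each culture, with marker shape for the replicate number and mean ± SD (n = 3) per condition. In hBMSC-CM the input score was 6.16 under quizartinib and 5.93 under combo, and in polysome RNA 0.581 under hBMSC-CM quizartinib and 0.286 under RPMI quizartinib, with overlapping cultures.

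For the other comparisons the nuclear OXPHOS list had input medians of -0.36 for everolimus (fgsea adjusted p 4.49e-11), 0.04 for hBMSC-CM without drug (1), -0.06 for combo in RPMI (0.223) and -0.16 for the difference in adding everolimus (1.13e-05). In polysome RNA quizartinib gave -0.47 in RPMI (fgsea adjusted p 4.11e-11, lower in 3 of 3 pairs) and 0.19 in hBMSC-CM (0.142), a difference of 0.67 (4.49e-11). hBMSC-CM without drug gave -0.31 (6.56e-05, lower in 3 of 3 pairs), but -0.12 without hBMSC-CM vehicle replicate 3 (0.683). Everolimus gave 0.25 (0.0598) and combo in RPMI -0.10 (0.0868). The mitochondrially encoded list fell with combo in RPMI in polysome RNA (-0.94, fgsea adjusted p 1.22e-06, higher in 1 of 3 pairs), and without RPMI combo replicate 1 its median was -0.33 (0.262). These transcripts were scarce in the polysome libraries, at 0.0734% to 0.713% of counts against 3.17% to 10.2% of input. Their change is therefore not read as one of ribosome loading. In polysome RNA the DNA replication list rose with quizartinib in RPMI (0.40, fgsea adjusted p 0.0265), but not without RPMI quizartinib replicate 1 (0.255), RPMI vehicle replicate 2 (0.0606) or RPMI vehicle replicate 3 (0.108). The mitochondrial ribosome list was higher in hBMSC-CM under quizartinib (0.18, 5.91e-06), with a median of 0.02 without hBMSC-CM quizartinib replicate 2 (0.477).

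Lists of short and long proteins of the cytosol and nucleus served as a background for coding length. In polysome RNA the short list had medians of -0.33 under quizartinib in RPMI (fgsea adjusted p 7.42e-13), 0.29 for hBMSC-CM under quizartinib (2.27e-15) and -0.07 for combo in hBMSC-CM (0.0226). The long list had 0.97 (8.26e-17), -0.45 (1.41e-11) and 0.23 (0.00354). Without RPMI vehicle replicate 2 the short median in RPMI was -0.08, and without hBMSC-CM quizartinib replicate 2 the short median under hBMSC-CM was 0.03 (0.814). Without RPMI quizartinib replicate 3 the long medians were 0.43 and 0.04 (0.942). For combo, fits without 1 culture gave short medians of -0.48 to 0.22 and long medians of -0.13 to 0.57. Across 10539 genes, which are not independent replicates, the Spearman correlation of the polysome change with coding length was 0.489 for quizartinib in RPMI, -0.481 for hBMSC-CM under quizartinib and 0.203 for combo in hBMSC-CM. It was -0.102 for quizartinib in hBMSC-CM, 0.384 for hBMSC-CM without drug, 0.135 for combo in RPMI, -0.308 for everolimus and -0.514 for the difference in the quizartinib effect. Per culture, the slope of polysome minus input on log2 coding length was -0.0515 ± 0.154 in RPMI quizartinib and -0.283 ± 0.0974 in RPMI vehicle (SD, n = 3, exact permutation p 0.2). It was higher under quizartinib in 3 of 3 pairs, while the groups overlapped.

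Several list calls in polysome RNA rested on the method. Over the alternatives the adjusted p of the cytosolic ribosome list ranged from 8.36e-53 to 0.0580 for combo in hBMSC-CM, and fry gave 0.406 for quizartinib in hBMSC-CM and 0.335 for everolimus. Other 5TOP messages ranged from 3.85e-05 to 0.440 for quizartinib in RPMI, 1.99e-06 to 0.726 for hBMSC-CM under quizartinib and 1.70e-06 to 0.573 for combo. Nuclear OXPHOS ranged from 1.60e-09 to 0.584 for combo in input, 9.24e-20 to 0.444 for hBMSC-CM under quizartinib, 7.21e-08 to 1 for combo and 1.89e-11 to 0.683 without drug, and fry gave 0.248 for quizartinib in RPMI. DNA replication ranged from 3.15e-04 to 0.436, the mitochondrial ribosome from 1.23e-08 to 0.713 and the mitochondrially encoded list from 3.88e-12 to 0.866 in the tests above. In hBMSC-CM under quizartinib the short list ranged from 1.93e-25 to 0.814 and the long list from 1.17e-21 to 0.942.

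**Figure D4:**
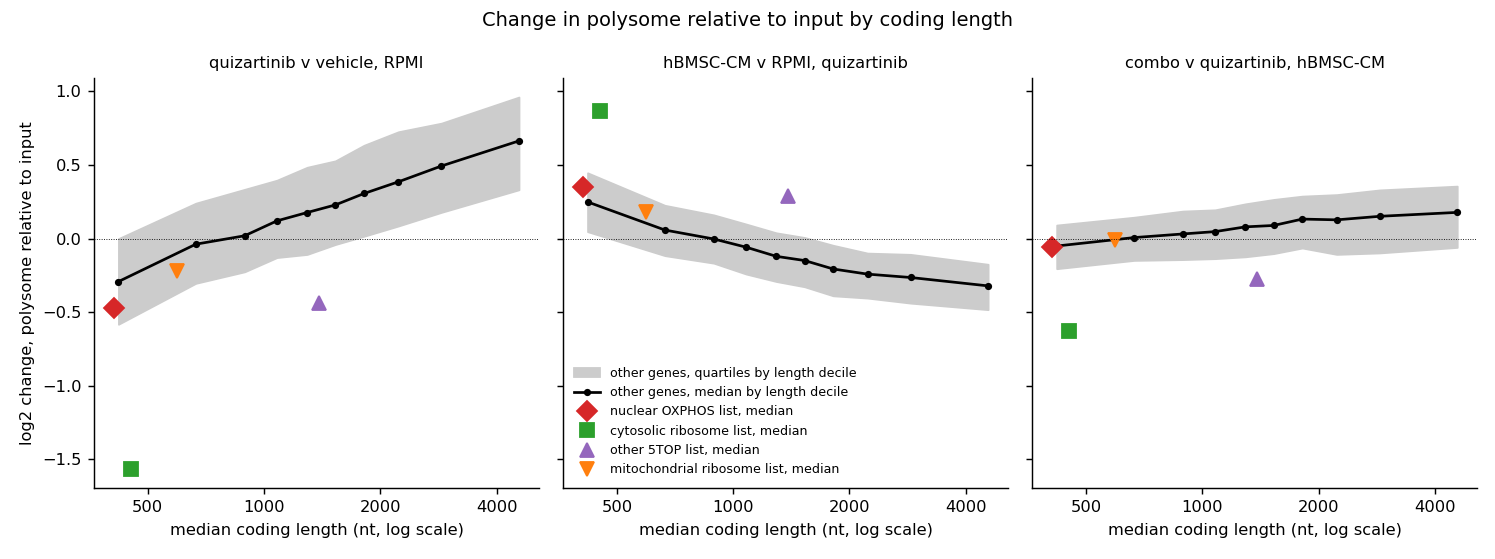
Log2 change in polysome RNA relative to input (vertical axis) against median coding length in nucleotides (log scale), for deciles of the other genes (black line, median; grey band, quartiles) and for the medians of 4 lists, in 3 comparisons. Nuclear OXPHOS lies beside the shortest decile in all 3 panels, at -0.47, 0.35 and -0.06, while the cytosolic ribosome lies apart at -1.57, 0.87 and -0.63.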

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

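The use of alternatives as tests of an explanation in this part was chosen only after the result was seen. The draw to equal depth, library size only for lists and the sum of stromal markers were also chosen then, while the other alternatives were fixed before. The results here are effects of quizartinib, or of adding everolimus, that differed between RPMI and hBMSC-CM by a test of the interaction.

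The quizartinib effect on input RNA differed between the media for 254 genes. The tables argue against several technical sources. With every library drawn down to the smallest total, 220 genes passed and 216 of them were among the 254, so a difference in library size is not the whole source. Library size in place of TMM gave 221 genes, so neither is the scaling. The replicate block gave 455. Each replicate number occurs once in every condition compared, so a shift shared by a number cancels from this difference, and the block cannot test such a batch as its source. RNA of HS-5 cells carried over with the medium would bring abundant stromal transcripts. The 24 stromal markers with a mean under 1 CPM in RPMI summed to 12.99 CPM in hBMSC-CM quizartinib and 2.85 CPM in RPMI quizartinib, a rise of 10.1 CPM in all. The 231 genes with a more positive change were higher by a median of 20.2 CPM each, so a share of stromal RNA is not the source of the pattern as a whole. Of the splits, 8 of the 100 drawn gave as many genes, and 5 of the 32 that part all pairs did. Keeping the medium whole in 1 drug arm and exchanging it in the other turns the medium effect into an interaction. That gave 900 genes, so a true effect of medium raises the share there. Other splits that part all pairs, without a whole exchange in 1 arm, gave 301, 324 and 331 genes. These also exchange the medium for some numbers in 1 arm and not in the other, so the medium effect enters them too. The share therefore cannot tell whether a count of this size comes from the grouping. A swap of the same-numbered cultures in both arms gave at most 0 in the splits other than the real one. A biological difference between the media stays open as a hypothesis.

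Lists that differed in the same interaction and passed both fgsea and fry were 6 of the 9 that passed fgsea. The median differences were 2.29 for ERK feedback genes (fgsea adjusted p 2.07e-11), 1.28 for ribosome biogenesis and MYC-associated genes (3.06e-22), 1.07 for STAT5 targets (0.00351), 0.65 for DNA replication genes (7.74e-09), 0.60 for ATF4 and amino acid response genes (1.08e-04) and 0.59 for glycolysis genes (0.01004), all less lowered or more raised by quizartinib in hBMSC-CM. The glycolysis list did not pass without hBMSC-CM quizartinib replicate 3 (0.0666) or hBMSC-CM vehicle replicate 3 (0.0906). Without the filter on low counts, STAT5 targets (0.390), glycolysis (0.349) and ATF4 and amino acid response genes (0.0686) did not pass. Library size alone, RLE and the draw to the smallest total left each median positive, and the latter gave 2.32, 1.297, 1.07, 0.63, 0.58 and 0.60 in the order above, so neither scaling nor depth is the whole source of the medians. A candidate explanation is that factors in the conditioned medium keep ERK and MYC output active while FLT3 is inhibited. With a protein array, at a later time, the paper reported that quizartinib lowered c-MYC, DUSP6 and phosphorylated MAPK/ERK in RPMI. In hBMSC-CM it reported that they fell less or were nearly kept. No measurement of the proteins was analysed here, so their link to these lists stays a hypothesis.

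Among single genes, FOSL1 differed by 3.61, MYC by 3.19 and SLC2A14 by -2.32 log2 units. FOSL1 lay at 1.58 CPM in RPMI quizartinib, above the floor of 3 counts. SLC2A14 shares long stretches with SLC2A3, and counting could split their reads, so its sign rests on how the aligner placed them, which was not tested.

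For adding everolimus to quizartinib, 0 genes differed between media in input (218 at an unadjusted p under 0.05), and 100 of the 100 splits drawn, including 32 of the 32 that part all pairs, gave as many, as any split must beside a count of 0. At the level of lists, 8 of 20 differed by fgsea and 2 of these also by fry, ribosome biogenesis and MYC-associated genes (-0.50, fry adjusted p 0.0180) and cholesterol synthesis genes (-0.49, fry adjusted p 0.0433), both more lowered in hBMSC-CM. The medians without 1 culture ran from -0.68 to -0.34 and from -0.54 to -0.33. A whole exchange of the medium in 1 arm gave up to 1740 genes, which again measures the medium. In polysome RNA the count was 0 as well, with 67 at an unadjusted p under 0.05. Again 100 of the 100 splits and 32 of the 32 that part all pairs had to give at least 0. Scaling by library size only left both list medians at -0.48, and RLE gave -0.51 and -0.50, so the scaling is not their source. Libraries drawn down to the smallest total gave 0 genes as well, with list medians of -0.54 and -0.44. Otherwise technical and biological sources stay open.

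In polysome RNA the quizartinib effect on the cytosolic ribosome list differed between media by 1.27 log2 units (fgsea adjusted p 7.78e-28, fry adjusted p 0.00848). It was the only 1 of 8 fgsea calls that also passed fry without a block, while 3 of the 8 passed fry with the replicate block within each fraction. For single genes the count was 0, with 624 at an unadjusted p under 0.05. All 100 of the 100 splits (32 of the 32 that part all pairs) had to give at least 0, so the splits tell nothing here. A technical source would be coding length, since these messages are short and a change in where the gradient was collected would move short messages together. Random lists matched on expression and length had a median of 0.36, well under 1.27, and the excess over matched lists differed by 0.770 between the cultures of the 2 media (exact permutation p 0.1, 3 of 3 pairs), so length is not the whole source. Other 5TOP messages with a known coding length, 23 genes, moved the same way by a median of 0.27, which is consistent with a shift of 5TOP messages as a class. Their excess over matched lists differed by 0.275, in 3 of 3 pairs with an SD of 0.0828 between the pairs, while the unpaired exact permutation p was 0.2. The biological reading is lower mTORC1 output under quizartinib in RPMI than in hBMSC-CM. On Western blots the paper reported that quizartinib reduced phosphorylation of translation regulators downstream of mTORC1 in RPMI. With hBMSC-CM it reported that part of this was kept. That such a difference caused the shift of these messages was not tested here and remains a hypothesis, and a difference in how the gradients were handled stays open.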

How the results depend on the processing

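The replicate block within each fraction, fry with a block, the draw to equal depth, library size for lists and for genes raised and lowered, and the random lists without 5TOP and mitochondrial genes or matched on expression alone were chosen only after the results were seen. Counts of genes are given below where they moved by more than 1.5 times, and adjusted p-values where a call was lost. The cause was not tested unless the text names the construction of the alternative. All alternatives fixed beforehand were run. Of the values for counts of genes and for the OXPHOS list, 327 stayed, 93 moved, 18 became weaker and 7 reversed.

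With the replicate number as a block, the pairing gave 2678 genes for quizartinib in hBMSC-CM, 373 for hBMSC-CM without drug, 154 for combo in hBMSC-CM, 455 for the difference in the quizartinib effect, 119 for genes raised and lowered and, in polysome RNA, 491 for quizartinib in RPMI and 2 for hBMSC-CM under quizartinib. It gave 244 in input and 2 in polysome RNA for everolimus, whose numbers pair with no other group. The OXPHOS list with combo in hBMSC-CM in polysome RNA had an adjusted p of 0.0527 under the block. Beyond these and DUSP6 and ATP5MC1 above, the block changed no other call among the counts and the genes and lists named, apart from fry with the block. The block within each fraction, which removes more of the shared spread by construction, gave in input 7143, 4818, 1081, 3157, 870, 4, 1583, 1495 and 6 genes for quizartinib in RPMI, quizartinib in hBMSC-CM, hBMSC-CM without drug, hBMSC-CM under quizartinib, combo in hBMSC-CM, combo in RPMI, everolimus, the difference in the quizartinib effect and the difference in adding everolimus. In polysome RNA it gave 2551 for quizartinib in RPMI, 119 for hBMSC-CM under quizartinib, 1 for combo in hBMSC-CM, 559 for everolimus and 318 for the difference in the quizartinib effect, and 504 genes raised and lowered in input and 1 in polysome RNA.

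DESeq2 gave in input 293 genes for hBMSC-CM without drug, 93 for combo in hBMSC-CM, 2 for combo in RPMI, 164 for everolimus and 72 raised and lowered. In polysome RNA it gave 388 for quizartinib in RPMI, 1 for hBMSC-CM without drug, 6 for hBMSC-CM under quizartinib, 1 for combo in RPMI, 7 for everolimus and 2 for the difference in the quizartinib effect. Fits of only the libraries compared gave 105 for hBMSC-CM without drug, 0 for combo in hBMSC-CM (1063 at an unadjusted p under 0.05), 0 for combo in RPMI (195) and 415 for the difference in the quizartinib effect. Limma voom gave 0 for combo in RPMI and 105 for everolimus, and the stricter filter gave 0 for combo in RPMI, since the 1 gene called there lies below it. Library size only gave 18 for combo in hBMSC-CM and 16 raised and lowered, and the draw to equal depth gave 19 for combo in hBMSC-CM, all of them among the 31. With no filter on low counts there were 80 genes for combo in hBMSC-CM, 14 for combo in RPMI, 96 for everolimus, 4 for the difference in adding everolimus and 65 raised and lowered in input. In polysome RNA there were 1 for hBMSC-CM without drug, 1 for hBMSC-CM under quizartinib, 5 for combo in hBMSC-CM, 5 for combo in RPMI, 19 for everolimus and 2 for the difference in adding everolimus.

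Fits that each left out 1 culture gave 3647 to 4056 genes for quizartinib in RPMI, 929 to 1596 in hBMSC-CM, 109 to 171 for hBMSC-CM without drug, 703 to 932 under quizartinib, 3 to 74 for combo in hBMSC-CM, 0 to 3 in RPMI, 9 to 63 for everolimus, 170 to 243 for the difference in the quizartinib effect and 0 to 1 for the difference in adding everolimus. The lowest counts came without hBMSC-CM vehicle replicate 3 (929), RPMI vehicle replicate 1 (109), hBMSC-CM quizartinib replicate 3 (703), hBMSC-CM quizartinib replicate 2 (3) and hBMSC-CM everolimus replicate 3 (9). In polysome RNA they gave 94 to 148 for quizartinib in RPMI, 0 to 1 for hBMSC-CM under quizartinib and for the difference in the quizartinib effect, both 1 without hBMSC-CM quizartinib replicate 1, and 0 to 6 for everolimus, the latter without everolimus replicate 1. Genes raised and lowered ranged from 2 to 64.

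For the nuclear OXPHOS list in input, hBMSC-CM against RPMI under quizartinib had a median near 0 and reversed sign without passing under camera with the preset (adjusted p 0.874) and estimated correlation (0.983) and against random lists matched on expression and length (0.747), without 5TOP and mitochondrial genes in the pool (0.615) and on expression alone (0.572). Leaving out 1 culture gave 0.639 to 0.967, with the sign reversed without hBMSC-CM quizartinib replicate 3 (0.889). Combo in input was lost under the estimated correlation (0.584), fry (0.438), fry with the block (0.273) and fry with the block by fraction (0.0665), and leaving out 1 culture gave 6.23e-09 to 0.00412. In polysome RNA, hBMSC-CM under quizartinib was lost under the estimated correlation (0.275), fry (0.444), fry with the block (0.308) and with the block by fraction (0.0812), and leaving out 1 culture gave 6.41e-12 to 0.0129. Combo in polysome RNA was lost with no filter (0.723), the estimated correlation (0.759), fry (0.869), fry with the block (0.785) and by fraction (0.641), and against both length-matched backgrounds (0.238 and 0.151). It ranged from 7.21e-08 without hBMSC-CM combo replicate 2 to 1 without hBMSC-CM combo replicate 1 or 3, and its sign reversed without hBMSC-CM quizartinib replicate 2 (0.224). Fry and the estimated correlation allow for correlation between genes by construction, which fgsea does not.

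The stromal list for hBMSC-CM under quizartinib reversed without passing against the 3 random backgrounds (0.561, 0.533 and 0.445). The short list reversed against length-matched lists for quizartinib in RPMI (0.335) and hBMSC-CM under quizartinib (0.740), as did the long list for combo in hBMSC-CM (0.948, and 0.917 without 5TOP and mitochondrial genes), which is expected of lists chosen by length. Leaving out 1 culture gave 1.17e-21 to 0.942 for the long list in hBMSC-CM under quizartinib, 1.26e-16 to 1 for the short list and 3.89e-14 to 1 for the long list with combo in hBMSC-CM, each with a change of sign. Of the other values for named genes and lists, 181 became weaker, 24 stronger and 1917 stayed. The polysome tests had less power: in simulated data of this size 54.5% of changed genes were recovered there and 79% in input, so a count of 0 does not exclude changes. These shares hold only for the simulated changes, all larger than 1 log2 unit. The nuclear OXPHOS medians in polysome RNA were 0.35 for hBMSC-CM under quizartinib and -0.06 for combo in hBMSC-CM. The share of single genes recovered at such sizes was not measured.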

Other observations

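All tests of an explanation in this part were chosen only after the results were seen, except the comparison of OXPHOS messages with random lists of the same coding length and the prediction for stromal transcripts of HS-5 cells, which were fixed before. The summed rise of stromal markers was chosen afterwards.

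With 3 cultures against 3 there are 10 splits of the 6 cultures, so no share can fall under 0.1, and where the numbers pair the cultures 4 of these part all pairs. For input RNA, 1 of the 10 splits (1 of the 4) gave as many genes for quizartinib in RPMI, quizartinib in hBMSC-CM, hBMSC-CM without drug, hBMSC-CM under quizartinib and combo in hBMSC-CM, and 1 of the 10 for everolimus, whose numbers form no pairs, in each case the real split alone. For combo in RPMI 3 of the 10 (2 of the 4) gave as many, so its single gene is no more than other splits give. For polysome RNA it was 1 of the 10 (1 of the 4) for quizartinib in RPMI and 10 of the 10 for the 6 other comparisons of 2 groups, whose count was 0 (4 of the 4 in the 5 of them that pair). A count of 0 is reached by any split, so these shares tell nothing. An OXPHOS result as large came in 8 of the 10 (3 of the 4) for hBMSC-CM under quizartinib and 1 of the 10 (1 of the 4) for combo in hBMSC-CM in input, and in 2 of the 10 (2 of the 4) and 5 of the 10 (1 of the 4) in polysome RNA. In input, mixed splits also gave a smaller unadjusted fgsea p for OXPHOS than the real split in other comparisons. The smallest was 3.59e-17 against 8.52e-12 for everolimus, 3.51e-08 against 1.82e-06 for quizartinib in RPMI and 3.18e-13 against 2.77e-12 for quizartinib in hBMSC-CM. For genes raised by hBMSC-CM and lowered by combo, 6 of the 100 splits drawn (5 of the 50 that part all pairs) gave at least 26 in input and 100 of the 100 (50 of the 50) gave at least 0 in polysome RNA, as they had to. These splits exchange labels between the media, so an effect of the medium enters them and the share in input is not a chance rate.

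The shift of OXPHOS messages in polysome RNA was set against their short coding sequences, with a median of 410 nucleotides. Random lists matched on expression and length had a median of 0.22 for hBMSC-CM against RPMI under quizartinib, where the OXPHOS median was 0.35. The list lay beyond the random lists (adjusted p 0.00386, with a range of 9.24e-20 to 0.444 over the alternatives), but its excess per culture was 0.303 ± 0.0349 in hBMSC-CM and 0.211 ± 0.0940 in RPMI (n = 3, exact permutation p 0.2). The difference was 0.0918, higher in 3 of 3 pairs, with an SD of 0.103 between the pairs. The groups overlapped without the pairing, so length and a shift of its own cannot be told apart for this part. For combo the random lists had a median of -0.0196 and the list -0.06 (adjusted p 0.238, with a range of 7.21e-08 to 1 over the alternatives), so length may account for all of that change. For quizartinib in RPMI the excess was 0.211 ± 0.0940 against 0.321 ± 0.0184 under vehicle (n = 3, exact permutation p 0.1). It was lower in 3 of 3 pairs, by 0.110 with an SD of 0.101 between the pairs. The groups did not overlap, which goes against length as the whole source there, though the SD was close to the difference. No other comparison of 2 groups had an exact permutation p under 0.2.

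For the cytosolic ribosome list, length-matched lists had medians of -0.21 for quizartinib in RPMI, 0.18 for hBMSC-CM under quizartinib and 0.0310 for combo in hBMSC-CM, against list medians of -1.57, 0.87 and -0.63. The excess per culture differed by -1.21, 0.632 and -0.569 (exact permutation p 0.1 each, all pairs in that direction), so length is not the whole source. By fry the adjusted p was 3.76e-06, 0.00618 and 0.0580, and 0.00877 for combo with the block by fraction. Other 5TOP messages of known length moved the same way, with medians of -0.30, 0.31 and -0.28, as a shift of 5TOP messages as a class would need, and their excess differed by -0.319, 0.357 and -0.446. This held in 3 of 3 pairs each (SD between the pairs 0.215, 0.0991 and 0.151), while the cultures overlapped without the pairing (exact permutation p 0.5 each). In these 3 comparisons the pattern is consistent with lower loading of 5TOP messages under quizartinib in RPMI and under combo, and with the conditioned medium opposing the former. Everolimus alone gave a list median of -0.44. Its excess was -0.943 ± 0.0390 against -0.496 ± 0.0263 under vehicle (n = 3, difference -0.447, exact permutation p 0.1), with no overlap, while fry gave an adjusted p of 0.335 (range over the alternatives 6.52e-19 to 0.380). Quizartinib in hBMSC-CM had a difference of -0.437 and hBMSC-CM without drug -0.138, also with exact permutation p 0.1 each, which are smaller than the 3 above. For everolimus and these 2 comparisons, in this order, the excess of other 5TOP messages differed by 0.109, -0.0439 and 0.0821. The exact permutation p was 0.9, 0.8 and 0.6. For quizartinib in hBMSC-CM the excess was higher in 1 of 3 pairs (SD between the pairs 0.187). For hBMSC-CM without drug it was higher in 3 of 3 pairs (SD 0.0510), opposite to the cytosolic ribosome list. A shift of both lists in the same direction, beyond the spread, was therefore not seen with them, and the class reading covers only the 3 comparisons above.

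Conditioned medium might carry RNA of HS-5 cells, which would raise many stromal transcripts together. Without drug, 2 of the 30 stromal markers, FN1 and THBS1, were higher in hBMSC-CM without overlap and 2 were lower, and 9 had no count in any hBMSC-CM input library. The 24 markers with a mean under 1 CPM in RPMI rose by 2.18 CPM in all, from 2.80 to 4.97 CPM. The 168 genes that the medium raised rose by a median of 13.4 CPM each, which argues against carried-over RNA as the source of the medium effect. THBS1 went from 2.13 CPM under vehicle to 5.85 CPM under quizartinib and 10.96 CPM under combo in the same medium, so its level also followed the drugs. The stromal list, of which 7 of 30 genes passed the filter, had a median of -0.18 for hBMSC-CM under quizartinib (fgsea adjusted p 0.0569; 0.0219 without hBMSC-CM quizartinib replicate 1; range 0.0219 to 0.561 over the alternatives). It was 0.23 without RPMI quizartinib replicate 3, and 1 gene at the floor did not move the median when set to its bound. COL1A1 had 14.3 CPM in hBMSC-CM quizartinib and 23.9 CPM in RPMI quizartinib, so it is also found in cultures without conditioned medium.

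The 3 everolimus cultures lay closer together than those of other groups. Their coefficient of variation was 0.0716 in input and 0.138 in polysome RNA, against 0.181 to 0.296 and 0.293 to 0.385 in the other groups. Under the given numbers their deviations also followed no other group. Deeper libraries are not the source, since their input totals started at 27.3 M counts and lay within the 19.4 to 37.2 M of all input libraries. Another order of the numbers is not either. The highest mean correlation of any order was 0.0349 in input and 0.103 in polysome RNA, from different orders, and no order gave more than -0.00290 in the lower of the 2 fractions. Whether these cultures were handled as a batch of their own cannot be told apart from the drug, as the group holds no other condition (median correlation -0.0152 with the others in input). If they were, every everolimus comparison would include that batch.

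Cultures numbered 2 had the lowest slope of polysome minus input on coding length in 6 of the 6 paired conditions, from -0.401 to -0.170, against -0.171 to 0.0769 for number 1 and -0.329 to 0.0832 for number 3. Their gradients may have been collected at another point, but the labels give no such record, so this cannot be told apart from other differences between the cultures. Leaving out hBMSC-CM quizartinib replicate 2 moved the median of the short list in hBMSC-CM under quizartinib from 0.29 to 0.03.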
